# Oxytocin and Vasopressin Gene Expression in the Brain as Potential Biomarkers for Cannabidiol Therapeutic Efficacy

**DOI:** 10.3390/biomedicines12061273

**Published:** 2024-06-07

**Authors:** Christa M. Frodella, Stephen B. Pruett, Matthew K. Ross, Barbara L. F. Kaplan

**Keywords:** cannabidiol, cannabinoid, multiple sclerosis, autoimmune, neuroinflammation, oxytocin, vasopressin, gene expression, brain, mice

## Abstract

Over the last several years, there has been increased interest in cannabidiol (CBD) to treat various ailments such as pain, anxiety, insomnia, and inflammation. The potential for CBD as an anti-inflammatory therapy has come, in part, from its demonstrated ability to suppress neuroinflammation in autoimmune diseases, such as the mouse model of multiple sclerosis, experimental autoimmune encephalomyelitis (EAE). The increased use of CBD strongly suggests that more research is necessary to elucidate its safety and efficacy and determine the mechanisms by which it acts. Thus, we conducted two separate studies. In the first, RNA sequencing (RNA-Seq) analysis of brains of female mice undergoing EAE in the presence and absence of CBD was conducted to identify potential genes that mediated its neuroprotective effects when efficacious. In the second, we assessed some of the same genes in male and female mice treated with CBD in the absence of an immune stimulus. Together, these data showed that CBD modestly increased oxytocin (*Oxt*) and arginine vasopressin (vasopressin, *Avp*) gene expression in the brains of mice, regardless of whether there was active inflammation. Overall, these data suggest that *Oxt* and *Avp* might act as biomarkers for CBD exposure.

## 1. Introduction

The dramatic and positive increase in the public perception of cannabidiol (CBD) has not only increased open market availability but has created a pressing need to further research its safety, efficacy, and mechanism(s) of action [1]. At present, purified CBD is only approved as an anticonvulsant under the tradename, Epidiolex^®^ [2]; however, it has been reported to provide a benefit for various conditions, including insomnia, anxiety, substance-use disorders, pain, and inflammation [3,4]. Despite the claims of CBD’s benefit for myriad conditions, its efficacy for these conditions is not yet clear.

A subset of avid users take CBD-enriched extracts or preparations to prevent inflammation [1], and therefore it is necessary to understand CBD’s effects and mechanisms under inflammatory and healthy conditions. We and others have demonstrated that CBD exhibits immunosuppressive efficacy in vivo and in vitro [5]. As one example, CBD was shown to attenuate clinical disease and inflammation in experimental autoimmune encephalomyelitis (EAE), a model to study multiple sclerosis (MS) [6,7,8,9,10,11,12]. These previous studies have shown that the mechanisms by which CBD suppresses EAE involve the induction of suppressor cells [6,7], inhibition of neuronal apoptosis [8], and promotion of neuronal survival [9], all of which prevent neurodegeneration, the suppression of immune cell infiltration into the brain [10,12], and the inhibition of brain cytokines and chemokines possibly via the adenosine A_2A_ receptor [11]. Thus, these data provide robust evidence that CBD attenuates EAE disease through a variety of mechanisms. However, CBD is not always 100% efficacious (i.e., EAE disease was not reduced to 0% incidence in many of the studies [6,7,8,9,10], including ours [12]; although not all studies provided quantitative clinical disease scores [11]). Thus, there is a continued need to elucidate the efficacy and mechanisms by which CBD exhibits anti-inflammatory properties. Of course, this is dependent on the dose, route of administration, and timing of CBD treatment relative to disease. It might also depend on the EAE model system.

The EAE model, while broadly used, can vary widely [13]. One of the most common EAE approaches utilizes active immunization with myelin oligodendrocyte glycoprotein (MOG) emulsified in Complete Freund’s Adjuvant (CFA) followed by two intraperitoneal injections of pertussis toxin (PTx). We purposefully omitted the PTx since it is known to broadly inactivate G protein-coupled receptors (GPCRs) [14], and the receptor through which CBD acts in EAE has not been definitively identified, thereby avoiding inhibition of the putative CBD receptor. PTx omission produces a milder disease with a longer onset and variability in disease incidence, which more closely mimics human MS. Indeed, a recent study in our laboratory showed that the EAE brain transcriptome is comparable to that of active MS lesions in the human brain, underscoring EAE without PTx as a relevant model for MS [15].

Thus, the objectives for this study were initially two-fold: (1) examine the brain transcriptome in EAE without PTx in the presence and absence of CBD treatment; and (2) specifically compare brain transcriptomes in EAE without PTx mice in which CBD produced an attenuation of disease compared to those in which CBD was not effective in reducing disease. To accomplish this, we treated animals with oral CBD (75 mg/kg) for 5 days following disease initiation. We then performed RNA-Seq analysis on brains to identify potential genes that mediated CBD’s neuroprotective effects. Based on the results of the brain transcriptome analysis, we added a third objective in which we examined selected gene targets in the brains of healthy mice treated with CBD to determine if gene targets were modulated similarly by CBD in the absence of inflammation.

## 2. Materials and Methods

These data are a continuation of previously published data characterizing the EAE disease incidence [15]. For the RNA-Seq study, we selected brains from female EAE mice treated with a corn oil (CO) vehicle or CBD to make several comparisons: EAE mice exhibiting clinical signs (EAE/CO symptomatic), EAE mice not exhibiting clinical signs (EAE/CO asymptomatic), EAE mice in which CBD was efficacious (EAE/CBD asymptomatic), EAE mice in which CBD was not efficacious (EAE/CBD symptomatic). It should be noted that these a priori assignments of mice were based on a clinical scoring system commonly utilized in active EAE (in which PTx was used) and might not best reflect our mild disease. Regardless, mice were defined as asymptomatic if they were assigned a clinical sign of 0, which means they did not exhibit any clinical signs starting with the initial clinical sign of tail weakness. A follow-up study using similar CBD dosing as in the EAE study was conducted in male and female mice to confirm selected CBD-induced gene expression changes in the absence of inflammation.

### 2.1. Reagents

CBD was provided by the National Institute on Drug Abuse (NIDA/NIH). The MOG_35–55_ peptide (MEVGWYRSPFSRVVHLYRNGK) was obtained from Biosynthesis (Lewisville, TX, USA). Heat-killed Mycobacterium tuberculosis H37Ra (HKMT) was purchased from Difco/BD Biosciences (Detroit, MI, USA). Complete Freund’s Adjuvant was obtained from Sigma (St. Louis, MO, USA). The following primers were purchased from ThermoFisher (ThermoFisher, Waltham, MA, USA). for quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR): *Tnfa* (Mm00443258_m1), *Ifng* (Mm01168134_m1), *Oxt* (Mm01329577_g1), and *Avp* (Mm00437761_g1).

### 2.2. Animals

Female or male C57BL/6J mice aged 8–12 weeks were purchased either from Envigo (Indianapolis, IN, USA) or Jackson (Bar Harbor, ME, USA). All procedures were approved by the Mississippi State University Institutional Animal Care and Use Committee (protocol number 19-273 to BLFK) in an AAALAC-approved facility. Animals were housed at up to five per cage with unlimited access to food and water. Cages were maintained in a room with a temperature of 22 ± 1 °C, humidity at 40–60%, and 12 h light cycles. As disease progressed, food and water access were ensured by placing food pellets on floor and using longer sipper tubes.

### 2.3. Induction and Assessment of EAE

EAE without PTx was induced similarly to our previous study [12]. Mice were anesthetized using 3% isoflurane and EAE was induced by subcutaneously injecting the MOG_35–55_ peptide emulsion. The emulsion was prepared with vigorous mixing for 30 min of a solution containing 100 µg MOG_35–55_ peptide, 500 µg HKMT, and CFA. Each mouse received 100 µL emulsion delivered at 4 sites (2 at the hips, 2 at the shoulders; 25 µL per site). Control mice received 25 µL saline (SAL) at each site. Twenty-four hours after EAE induction, mice were dosed orally with 75 mg/kg CBD in 100 µL of corn oil (CO) or 100 µL CO for five days. Mice were observed over an 18-day period, and scores were given based on the following scale: 0—Asymptomatic; 0.5—Flaccid tail; 1—Hindlimb paresis/waddling; 1.5—Waddling gait; 2—Unable to prevent being placed in dorsal recumbency; 2.5—Hindlimb dragging; 3—Single hindlimb paralysis; 3.5—Single hindlimb paralysis with other hindlimb dragging; and 4—Complete hindlimb paralysis. Any score above 0 was considered symptomatic. Mice were never allowed to progress past a score of 4 for animal welfare purposes. Scores and samples analyzed were from two, independent cohorts. Mice (*n* = 5 each cohort, total 10 mice each group) were divided into three treatment groups: SAL/CO (control), EAE/CO, and EAE/CBD. SAL/CO mice did not show any clinical signs and were not included in any downstream analyses. A subset of *n* = 6 mice from EAE/CO and EAE/CBD were selected for RNA-Seq analysis. For all subsequent results and discussion of our findings, “EAE” will refer to active immunization with MOG in CFA supplemented with HKMT (and no administration of PTx) unless noted otherwise.

### 2.4. EAE Brain Transcriptomic Analysis

Brains were flash frozen in liquid nitrogen and stored in RNALater at −80 °C on Day 18. RNA isolation, RNA quality evaluation, cDNA library construction, and Illumina RNA sequencing (RNA-Seq) were performed by NovoGene (Sacramento, CA, USA). Reads were paired-end and 150 bp at a depth of 40 million reads. Reads were assessed for quality, trimmed, mapped to the GRCm39 genome (NCBI), and underwent differential expression analysis in the CLC Genomics Workbench (Qiagen, Germantown, MD, USA). Differentially expressed genes (DEGs) with a false discovery rate (FDR) ≤ 0.05 were considered significant.

### 2.5. Pathway Analysis

DEGs from the following comparisons were analyzed with Ingenuity Pathway Analysis (IPA, Qiagen): (1) EAE/CBD symptomatic versus EAE/CO symptomatic; (2) EAE/CBD asymptomatic versus EAE/CO asymptomatic; (3) EAE/CBD asymptomatic versus EAE/CBD symptomatic; and (4) EAE/CO asymptomatic versus EAE/CO symptomatic. Canonical pathways were considered significant with a −log(*p*-value) ≥ 1.3 (equivalent to *p*-value ≤ 0.05) and a |z-score| ≥ 2. Positive and negative z-scores reflected the activation and inhibition of pathways, respectively.

### 2.6. CBD Treatment in Healthy Mice

The purpose of this experiment was to assess whether CBD would increase the gene expression of selected genes in the brain in the absence of inflammation. Male and female mice (*n* = 5) were divided into three groups: sesame oil (SO)/Water, CBD/Water, and CBD only. We tested whether creating an emulsion of CBD oil in water in the gut would affect bioavailability [16,17], thereby potentially further increasing the responsiveness of genes. Mice were dosed with 75 mg/kg CBD or SO via oral gavage for five days. One hour after administration, the water groups received 3 mL/kg water via oral gavage. Mice were euthanized 24 h after the last dose on Day 6. The left side of the brain was flash frozen and submerged in RNALater at −80 °C until being processed for gene expression.

### 2.7. qRT-PCR

Select genes were assessed by qRT-PCR. Total RNA was isolated using the RNEasy Kit (Qiagen), then reversed transcribed with random primers using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems/ThermoFisher, Waltham, MA, USA). cDNA was amplified with Taqman primers and probe sets. The 18S gene was used as the housekeeping gene and was amplified in the same reaction as the target genes. Genes were quantified using a Real-Time PCR System Agilent Stratagene Mx3005P (Agilent/ThermoFisher, Waltham, MA, USA). Fold-change was calculated using the ΔΔCt method [18].

### 2.8. CBD Analysis

CBD levels in plasma were determined by LC-MS/MS analysis, as previously described [19]. In brief, plasma proteins were precipitated by the addition of five volumes of ice-cold 1:1 *v*/*v* methanol/acetonitrile containing 20 nM CBD-d9 internal standard. After centrifugation, the supernatant was evaporated to dryness under nitrogen and the residues reconstituted in 100 uL of acetonitrile for LC-MS/MS analysis using the conditions reported [19].

### 2.9. Statistical Analysis

Statistical analyses were performed using GraphPad Prism version 7 (San Diego, CA, USA). The mean ± standard error mean (SEM) was determined for fold-changes for each gene analyzed, and RT-qPCR fold-changes were transformed using natural log(fold-change + 1). A two-way ANOVA was performed, and a *p*-value < 0.05 was deemed significant.

## 3. Results

### 3.1. CBD Effects on EAE

We conducted two separate cohorts of mice with EAE in the presence and absence of CBD using 10 mice per treatment group (Table 1). We used Day 18 as our terminal day based on our previous study [12]. We observed a 50% disease incidence in EAE/CO mice with 40% of EAE/CBD mice still exhibiting clinical signs. This was lower as compared to our previous study in which oral CBD attenuated EAE with a disease incidence of 82% for EAE/CO and 64% for EAE/CBD [12]. This demonstrates that the disease incidence in our mild model was variable but that oral CBD efficacy was also variable. Thus, for this reason, we used differential gene expression (DEG) and pathway analysis to gain insights into the mechanisms of our mild disease incidence and variability in CBD efficacy.

### 3.2. Key DEGs Related to CBD Treatment

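RNA-Seq was performed on whole-brain RNA from 12 female mice with EAE, an autoimmune model of multiple sclerosis, 3 in each of 4 groups. EAE/CBD mice had received CBD orally at 75 mg/kg for 5 days and EAE/CO mice the corn oil vehicle. Brains were collected on Day 18, when clinical scores were 0 in both asymptomatic groups, 3 to 4 in the EAE/CBD symptomatic mice and 2.25 to 2.5 in the EAE/CO symptomatic mice. Each group had 2 mice of cohort A and 1 of cohort B, except EAE/CO symptomatic, which had 1 of cohort A and 2 of cohort B. For the mouse numbered 25B the paper and the sample labels differ: Table 1 lists it under EAE/CO with clinical signs, whereas the labels list it as CBD-treated, and it was placed here by the paper. According to the paper, reads were trimmed, mapped to GRCm39 and tested for differential expression in the CLC Genomics Workbench, whose version is not given in the sources used here; the submitters' processing notes name both GRCm38 and GRCm39. What could be analysed were the authors' comparisons, with a log2 fold change, a p-value, an FDR and the larger of the 2 group means for each gene, and no values per mouse. The spread between mice therefore enters only through the authors' p-values, and the number of reads behind each value is unknown. The unit of the group mean is not stated, so it is called a level below. The authors' deposited table for EAE/CBD asymptomatic versus EAE/CBD symptomatic listed 50457 genes, of which 17825 carried a p-value, and that for EAE/CO asymptomatic versus EAE/CO symptomatic carried a p-value for 17625. Each authors' deposited table of CBD against CO held DEGs only, 14 for symptomatic and 5 for asymptomatic mice, so no gene list could be tested there. The paper's threshold of FDR ≤ 0.05 was kept. Standard errors (SE) were computed from each log2 fold change and its p-value, with p limited to 1e-16, so that an SE at that limit is an upper bound. Between the EAE/CBD and EAE/CO comparisons, which share no mouse, the difference of the log2 fold changes of each gene was divided by its SE (z test, 12755 genes), which takes over the approximations of those p-values. An exact test per gene, which could not go below 0.1 with 3 mice against 3, needs values per mouse and was not possible. Lists of genes for pathways and cell types, 42 in all, were fixed before the data were examined. The paper's Tables 2 to 5 could be seen then, and several lists hold genes that they name. List membership is therefore not wholly independent of these results. The lists were tested with limma's camera function on signed z values of genes with a level of at least 1. Its preset correlation between genes was 0.01, because no correlation could be estimated without values per mouse, and 0.05 and 0.1 were tried as well.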

To assess the impact of CBD in asymptomatic and symptomatic mice, four comparisons were analyzed from which key DEGs were identified: (1) EAE/CBD symptomatic versus EAE/CO symptomatic; (2) EAE/CBD asymptomatic versus EAE/CO asymptomatic; (3) EAE/CBD asymptomatic versus EAE/CBD symptomatic; and (4) EAE/CO asymptomatic versus EAE/CO symptomatic. 

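In symptomatic mice, the genes that were higher with CBD than with CO encode mainly transcription factors of hindbrain and spinal cord patterning and proteins of noradrenergic, cholinergic and glycinergic neurons. *Hoxb5*, on chromosome 11 of GRCm39 from 96194338 to 96196947, had the largest log2 fold change in the authors' deposited table, 9.03, with an SE of 1.38 and a 95% interval from 6.33 to 11.7. *Hoxb6*, *Hoxa5* and *Hoxb8* followed in the authors' deposited table with log2 fold changes of 8.55 (SE 1.54), 8.26 (SE 1.40) and 8.01 (SE 1.33). By the group means used for positions below, the same differences were smaller, at 4.16, 5.30 and 3.31, with *Glra1* at 5.32. Sizes and ranks therefore depend on the measure. *Slc6a2*, the noradrenaline transporter, and *Dbh*, the enzyme that makes noradrenaline, had log2 fold changes of 7.97 (SE 1.43) and 5.65 (SE 0.99) in the authors' deposited table. *Chat*, which synthesises acetylcholine, *Glra1*, a glycine receptor subunit, and *Trh*, the precursor of thyrotropin-releasing hormone, had 5.07 (SE 1.12), 5.50 (SE 1.33) and 4.46 (SE 0.94) in the authors' deposited table. *Pde6a*, a subunit of the rod photoreceptor phosphodiesterase, was lower, with a log2 fold change of -4.83 (SE 1.10) at a level of 0.33 in the authors' deposited table. The largest level among these genes in the authors' deposited table was 12.71, for *Trh*. *Hoxa4* and *Hoxa5* overlap *Hoxa3*, *Hoxb3* overlaps *Hoxb4*, *Chat* overlaps *Slc18a3* and *Pde6a* overlaps *Ppargc1b*, so their reads could have been shared with the neighbouring gene and their values are uncertain. At FDR ≤ 0.01, 11 genes of the authors' deposited table passed, and *Pde6a*, *Hoxb2* and *Glra1* did not.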

The EAE symptomatic in EAE/CBD versus EAE/CO comparison (Table 2) presented 14 DEGs, with 13 that were increased and 1 that was decreased. It was interesting to note that many of the genes increased here were homeobox genes, which are a family of master transcriptional regulators that play key roles in development [20]. 

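The increased *Hox* genes differed little between the CBD-treated groups and were lowest in the EAE/CO symptomatic mice. For the 8 *Hox* genes of Table 2, the log2 fold changes between EAE/CBD asymptomatic and EAE/CBD symptomatic mice in the authors' deposited table were 0.02 to 0.28 in size, with an FDR of 1 for each. All 8 were higher in EAE/CO asymptomatic than in EAE/CO symptomatic mice in the authors' deposited table, by log2 fold changes of 1.10 to 5.76, of which *Hoxb5* passed FDR ≤ 0.05 (5.76, SE 1.45, FDR = 0.00546). Summed along the authors' log2 fold changes with EAE/CO symptomatic set to 0, *Hoxb5* lay at 5.76 in EAE/CO asymptomatic, 9.03 in EAE/CBD symptomatic and 9.06 in EAE/CBD asymptomatic mice. By the same sums 13 of the 14 genes of Table 2 were lowest in EAE/CO symptomatic mice, with *Pde6a* lowest in EAE/CBD symptomatic mice. These sums assume that the comparisons add and carry no SE. The study chose these genes for a difference between the same symptomatic groups, and EAE/CO asymptomatic mice are measured against the same mice. A low position in EAE/CO symptomatic mice is therefore partly built in. The groups were also placed by the larger group means and the smaller means that the fold-changes imply, a measure added after the values were seen. It takes those fold-changes as ratios of means. The order of the 4 groups was then the same for 18 of the 19 genes of Tables 2 and 3, all but *Oxt*. Distances within each treatment are the same in both measures by construction, and only the gap between EAE/CBD and EAE/CO could move. The shared order is therefore partly fixed in advance and is not an independent check. *Hoxb5* lay at 6.67 in EAE/CBD symptomatic and 6.70 in EAE/CBD asymptomatic mice. For each of the 8 *Hox* genes EAE/CO asymptomatic mice lay closer to both EAE/CBD groups than by the sums. *Hoxb8* lay at 2.95 in EAE/CO asymptomatic and 3.31 in EAE/CBD symptomatic mice, where the sums placed the latter at 8.01.

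**Figure D1:**
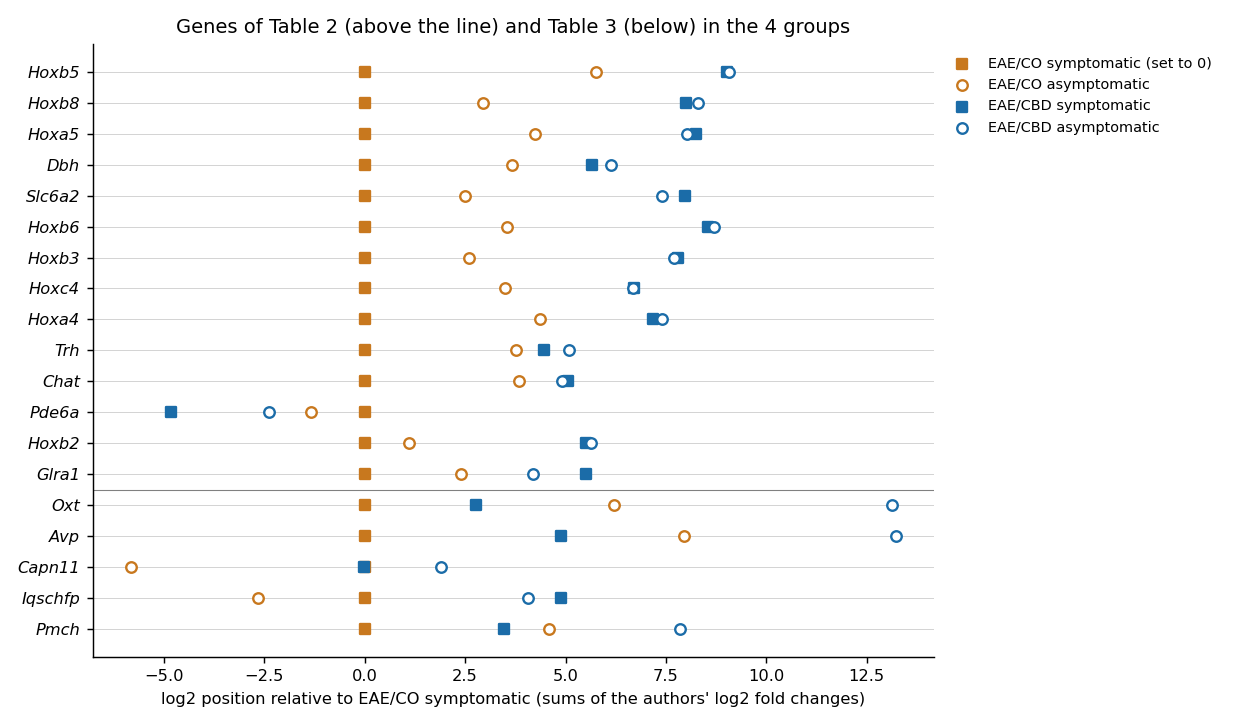
Positions of the genes of Tables 2 and 3 in the 4 groups, as sums of the authors' log2 fold changes (x axis, log2, EAE/CO symptomatic set to 0). Filled squares are symptomatic and open circles asymptomatic mice, blue EAE/CBD and orange EAE/CO; there are no error bars because the comparisons share mice. The 8 *Hox* genes have both EAE/CBD groups on the right, EAE/CO asymptomatic between and EAE/CO symptomatic at 0. The distances depend on the sums. By the group means EAE/CO asymptomatic lies closer to the EAE/CBD groups for the *Hox* genes, as for *Hoxb8* at 2.95 beside 3.31 in EAE/CBD symptomatic mice. For *Oxt* the order of the symptomatic groups turns when the group means are used.

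Over the whole family, 1 of 23 measured *Hox* genes rose and none fell between EAE/CO symptomatic and asymptomatic mice, and 0 of 26 passed in the EAE/CBD comparison (1 and 0 when adjusted over the list alone). As a list *Hox* genes did not pass in the EAE/CBD comparison (adjusted p = 0.80, limma's camera over the 10 members with a level of at least 1). In the EAE/CO comparison all 6 members with such a level are genes of Table 2, chosen by the study on these samples, so the list test says nothing there beyond that table. The median log2 fold change over all 23 members in EAE/CO mice was 2.95, above all 10000 random lists matched on level. The family includes the 8 genes of Table 2, so its direction is not independent of that table. Without them the EAE/CO median was 1.28 over 15 members, at percentile 99.9 of random lists. All 15 have a level below 1. Random lists also take genes as independent, so these percentiles cannot show that the family as a whole differed. For the difference between the comparisons 7 of the 10 members with a level of at least 1 are genes of Table 2, and too few others remain for a list test. Markers of noradrenergic neurons passed as a list in EAE/CO asymptomatic mice (adjusted p = 0.0018, limma's camera), with *Dbh* of Table 2 among their 5 members. Without *Dbh* and *Slc6a2*, chosen by the study on these samples, 4 members with a median of 0.94 remain, too few for the test. Markers of glycinergic neurons did not pass (adjusted p = 0.44).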

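Among asymptomatic mice, *Capn11*, *Iqschfp* and *Pmch* were higher with CBD than with CO beside the neuropeptide genes *Oxt* and *Avp*. *Capn11*, a calpain protease, had a log2 fold change of 7.72 in the authors' deposited table (SE 1.42, 95% interval 4.95 to 10.5). *Iqschfp*, a read-through transcript of *Iqcj* and *Schip1* that shares their reads and is uncertain for that reason, had 6.72 in the authors' deposited table (SE 1.39). *Pmch*, the precursor of melanin-concentrating hormone of lateral hypothalamic neurons, had 3.26 in the authors' deposited table (SE 0.73, 95% interval 1.83 to 4.69) and an FDR of 0.03, so that it alone was lost at FDR ≤ 0.01. By summed log2 fold changes *Capn11* lay at -5.82 in EAE/CO asymptomatic mice, -0.01 in EAE/CBD symptomatic and 1.90 in EAE/CBD asymptomatic mice, with EAE/CO symptomatic set to 0; by the group means the EAE/CBD groups lay at -1.74 and 0.18. It fell by 5.82 on the log2 scale in EAE/CO asymptomatic against symptomatic mice (FDR = 0.000675) and had a log2 fold change of 1.91 in the EAE/CBD comparison (FDR = 0.79) in the authors' deposited table. This difference of 7.73 (SE 1.67) was the only 1 of 12755 genes to pass the test of the difference (z test, Benjamini-Hochberg adjusted p = 0.0443), and 112 genes had an unadjusted p below 0.05 where chance gives 638, so the test errs towards missing differences. Without a minimum level the smallest adjusted p of that test was 0.0593 and no gene passed. *Iqschfp* was also lowest in EAE/CO asymptomatic mice by summed log2 fold changes, at -2.66 against 0 in EAE/CO symptomatic and 4.06 in EAE/CBD asymptomatic mice (0.59 by the group means), but its change within EAE/CO did not pass in the authors' deposited table (FDR = 1).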

The EAE asymptomatic in EAE/CBD versus EAE/CO comparison (Table 3) presented five increased DEGs. Of note here were the genes encoding oxytocin (*Oxt*) and vasopressin (*Avp*) being highly upregulated in CBD-treated brains from mice that were not exhibiting clinical symptoms.

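*Oxt*, the precursor of oxytocin, and *Avp*, the precursor of vasopressin, are made by magnocellular and parvocellular neurons of the hypothalamus. Their log2 fold changes between EAE/CBD and EAE/CO asymptomatic mice in the authors' deposited table were 6.91 for *Oxt* (SE 1.15, 95% interval 4.66 to 9.16) and 5.28 for *Avp* (SE 0.97, 95% interval 3.38 to 7.18). Their FDRs in the authors' deposited table were 3.28e-05 for *Oxt* and 0.000312 for *Avp*. Only DEGs were listed for this comparison, so intervals that leave out 0 add nothing to the FDRs. The level of *Oxt* in EAE/CBD asymptomatic mice was 27.58 and that of *Avp* 141.89 in the authors' deposited table. Set against the larger group mean of the EAE/CO comparison in the authors' deposited table, 2.56 for *Oxt* and 20.35 for *Avp*, these levels give ratios of 10.8 for *Oxt* and 6.97 for *Avp*. On the log2 scale the ratios are 3.43 and 2.80, each below the 95% interval of its gene. For *Oxt* the ratio of 10.8 stands beside a fold-change of 120.67 from the authors' model, and for *Avp* that of 6.97 beside 38.95, both in the authors' deposited table. Both genes were higher in EAE/CO asymptomatic than in EAE/CO symptomatic mice, so the larger mean is taken as that of the asymptomatic group; the ratios were computed after the values were seen. The genes are neighbours on chromosome 2 of GRCm39 in the authors' deposited table, *Oxt* from 130416432 to 130418974 on the plus strand and *Avp* from 130422540 to 130424508 on the minus strand. They are transcribed towards each other across a gap of 3565 bp, with 3 exons each in the GENCODE annotation, and neither overlaps another annotated gene.

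**Figure D2:**
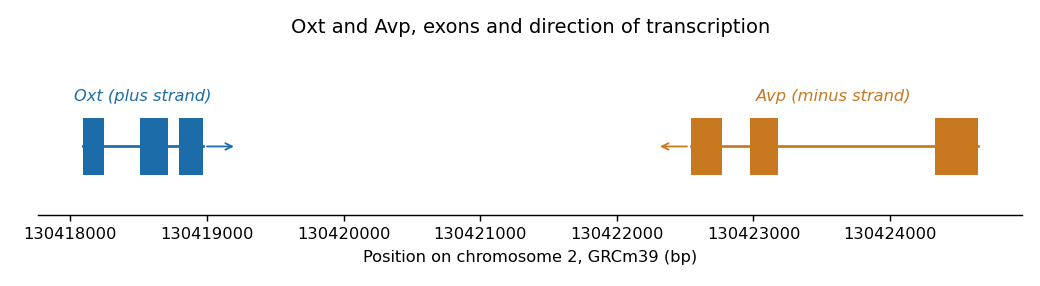
*Oxt* and *Avp* on chromosome 2 of GRCm39 (x axis, position in bp). Boxes are the exons of the canonical GENCODE transcripts, lines the introns and arrows the direction of transcription; the 3 exons of *Oxt* on the plus strand face the 3 exons of *Avp* on the minus strand across 3565 bp.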

The DEGs for EAE/CBD asymptomatic vs. EAE/CBD symptomatic (Table 4) were analyzed. 

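Brains of EAE/CBD asymptomatic mice had lower expression of interferon-induced, antigen presentation, complement, chemokine and leukocyte genes than brains of EAE/CBD symptomatic mice, and higher expression of a small set of neuropeptide, monoamine neuron and hemoglobin genes. In the authors' deposited table 476 DEGs were lower and 29 higher, and 1287 genes had an unadjusted p below 0.05. Of 42 lists, 38 had at least 5 members with a level of at least 1, and 15 fell and 10 rose as lists (limma's camera, Benjamini-Hochberg adjusted). Among GTPases induced by interferon-gamma, which attack intracellular pathogens, 18 of 19 fell (19 when adjusted over the list alone, adjusted p of the list 7.3e-87), *Igtp* with a log2 fold change of -4.65 (SE 0.58) in the authors' deposited table; 4 genes of this list stand in the paper. Genes stimulated by type I interferon fell in 18 of 22 (22 when adjusted over the list alone, list adjusted p = 1.2e-42). MHC class II genes fell in 10 of 11 (10 alone, adjusted p = 2.0e-39), *H2-Aa* by 4.46 on the log2 scale in the authors' deposited table (SE 0.61), and class I and antigen processing genes in 15 of 21 (19 when adjusted over the list alone, adjusted p = 1.4e-46). The complement list, which also holds *F10*, a coagulation factor gene, fell in 13 of 15 (14 alone, adjusted p = 7.5e-40). *F10* and *Cfb* had log2 fold changes of -7.67 (SE 0.93) and -4.75 (SE 0.60) in the authors' deposited table. Without these genes, which the paper names, 11 of 13 fell (adjusted p = 1.2e-27, limma's camera). Of 26 chemokines 13 fell (18 when adjusted over the list alone, adjusted p = 3.7e-34), including *Cxcl9* at -5.72 (SE at most 0.69) in the authors' deposited table. Markers of cells that enter the brain from blood fell too: 13 of 16 for monocytes and macrophages (16 alone, adjusted p = 4.7e-43) and 8 of 21 for T and NK cells (18 alone, adjusted p = 3.1e-15), with *Cd3e*, part of the T cell receptor complex, at -5.01 (SE 1.04) in the authors' deposited table. Markers of activated microglia fell in 14 of 18 (15 alone, adjusted p = 4.4e-39), those of homeostatic microglia in 4 of 12 (8 alone, adjusted p = 8.2e-08) and those of reactive astrocytes in 12 of 19 (17 alone, adjusted p = 7.5e-40). *Cxcl10*, *Gbp2*, *Psmb8* and *Iigp1* of the astrocyte list also stand on the immune lists above. Without the 3 of them that the paper names, 9 of 16 fell (adjusted p = 3.2e-25, limma's camera). Of 8 red blood cell genes 4 rose (5 when adjusted over the list alone, adjusted p = 1.1e-11): *Hba-a1*, *Hba-a2*, *Hbb-bt* and *Hbb-bs* had log2 fold changes of 2.28, 2.17, 2.13 and 1.80 in the authors' deposited table. The *Gbp*, *H2-Q*, *Ly6* and hemoglobin genes have near-identical copies among which reads could have been split, so single members are uncertain. Markers of endothelium and pericytes, of meninges and of cortex and hippocampus also fell as lists, with adjusted p-values of 0.0086, 0.015 and 0.043, but at a correlation of 0.1 these became adjusted p = 0.076, adjusted p = 0.10 and adjusted p = 0.21.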

Again, two genes that were profoundly increased and highly significant were *Oxt* and *Avp* in EAE/CBD asymptomatic versus EAE/CBD symptomatic, similar to EAE/CBD asymptomatic versus EAE/CO asymptomatic (Table 3). 

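Within CBD-treated mice, *Oxt* and *Avp* rose together with other genes of hypothalamic neurons. The log2 fold change of *Oxt* was 10.36 in the authors' deposited table (SE at most 1.25, because its p is listed as 0) and that of *Avp* 8.34 (SE 1.01, FDR = 3.96e-13). Of 12 genes of magnocellular neurons, 3 rose, *Oxt*, *Avp* and the transcription factor gene *Otp*, and none fell (5 when adjusted over the list alone, list adjusted p = 2.1e-09, limma's camera). Without *Oxt* and *Avp*, which the study chose on these samples, the list had an adjusted p of 0.036, or 0.065 at a correlation of 0.05. *Otp* had a log2 fold change of 3.10 (SE 0.86, FDR = 0.01) in the authors' deposited table. Of 35 other hypothalamic neuron markers, 7 rose and none fell (16 when adjusted over the list alone), and the list passed with an adjusted p of 2.2e-14 from limma's camera. *Otp* stands on both lists. The others included *Hcrt*, the orexin precursor, with a log2 fold change of 5.57 (SE 1.59), *Pmch* with 4.36 (SE 0.81), *Cartpt*, another neuropeptide precursor, with 3.00 (SE 0.41) and *Baiap3*, a protein of dense-core vesicle release, with 1.71 (SE 0.42), all in the authors' deposited table. Over the 21 members with a level of at least 1 the median log2 fold change was 1.11, above all 10000 random lists matched on level, 95% of which had a median between -0.24 and 0.18. *Oxt* and *Avp* lay 6.00 (SE 1.49) and 3.98 (SE 1.29) above *Pmch* on the log2 scale if the errors of the genes are independent. Above *Hcrt* they lay 4.79 (SE 2.02) and 2.77 (SE 1.88), the latter within its error. Lists of other regions and cells rose in the same comparison: dopaminergic neurons (adjusted p = 3.3e-07), striatum (adjusted p = 1.0e-06), olfactory bulb (adjusted p = 2.1e-06) and the red blood cell genes above.

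**Figure D3:**
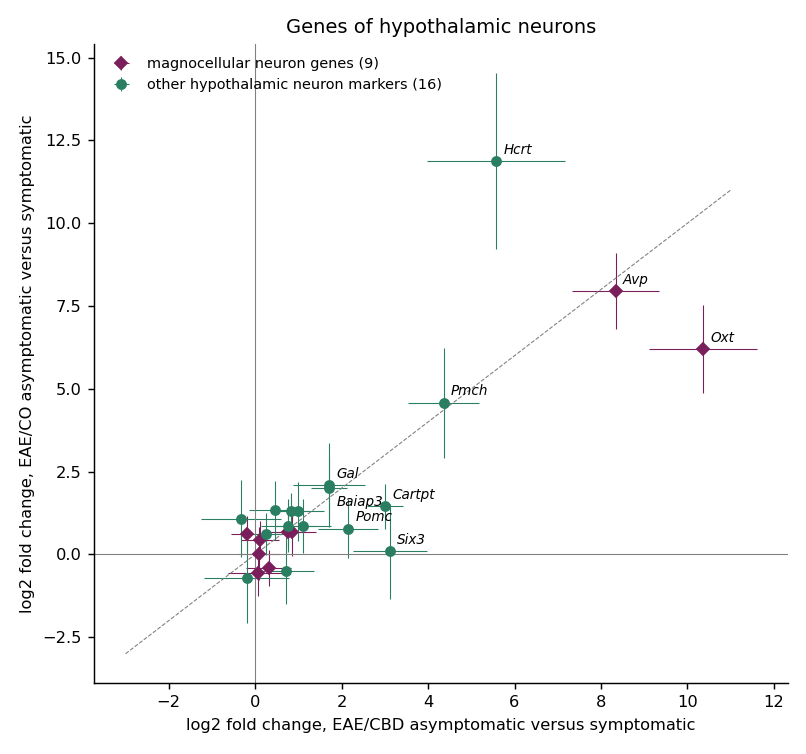
Log2 fold changes of hypothalamic genes with a level of at least 1 in both comparisons, EAE/CBD asymptomatic versus symptomatic on the x axis and EAE/CO asymptomatic versus symptomatic on the y axis. Diamonds are 9 genes of magnocellular neurons, circles 16 other hypothalamic neuron markers, error bars 1 SE computed from the p-values, and the dashed line marks equal change; *Oxt* lies to the right of that line and *Avp* near it.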

The comparison between EAE/CO asymptomatic vs. EAE/CO symptomatic (Table 5) is representative of the mice that were induced with EAE but did not present clinical signs. This comparison reveals the downregulation in asymptomatic mice of several genes associated with inflammation and immunity, including chemokines (*Cxcl9*, *Cxcl10*, and *Ccl5*), genes that encode proteins that are induced by, or interact with, interferons (*Gbp2*, *Gm12250*, *Igtp,* and *Cxcl10*), and major histocompatibility complex (MHC) genes (*H2-Eb1*, *H2-Q6*, and *H2-Q9).* Although the genes *Oxt* and *Avp* were not present in the top 10 DEGs in the EAE/CO asymptomatic versus EAE/CO symptomatic, they were still significantly upregulated, but to a lesser degree. 

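Without CBD, asymptomatic mice also had lower expression of immune genes than symptomatic mice. In the authors' deposited table of this comparison 380 DEGs were lower and 9 higher in EAE/CO asymptomatic mice, and 999 genes had an unadjusted p below 0.05. The DEGs with the largest decreases in the authors' deposited table were *Ly6i*, a Ly6 family surface protein of myeloid cells, with a log2 fold change of -13.62 (SE 2.54), and *Ifi205*, an interferon-inducible gene, with -11.94 (SE 2.61). *Slamf7*, a receptor of lymphocytes and macrophages, and *Ccl2*, the chemokine that recruits monocytes, followed with -11.37 and -11.35 in the authors' deposited table. The largest increase was that of *Hcrt*, 11.88 (SE 2.66, FDR = 0.000782) in the authors' deposited table. Its implied mean in EAE/CO symptomatic mice was very low, at 0.00239, so the size of this increase is uncertain. Of the DEGs lower in asymptomatic mice, 318 were shared with the EAE/CBD comparison where 10.5 would be shared by chance, and of those higher 4 were shared, *Oxt*, *Avp*, *Hcrt* and *S100a5*, where chance gives 0.0151. None changed in opposite directions in the 2 comparisons. At FDR ≤ 0.01, 5 DEGs were higher in EAE/CO asymptomatic mice, and *Oxt* and *Avp* were the shared ones, without *Hcrt* and *S100a5*. Across 12464 genes with a level of at least 1 the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.745 and a Spearman correlation of 0.261; genes are not independent replicates, and over the 11990 of them past the threshold in neither comparison the Pearson value was 0.377.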

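In EAE/CO mice lists of immune and glial genes fell, and for several of them the fall was larger than in EAE/CBD mice. GTPases induced by interferon-gamma fell in 18 of 19 (19 when adjusted over the list alone, list adjusted p = 8.5e-140, limma's camera), among them *Gbp2*, *Gm12250* and *Igtp* with log2 fold changes of -4.91, -5.56 and -4.92 in the authors' deposited table. Of 27 chemokines 11 fell (18 when adjusted over the list alone, adjusted p = 2.9e-40). *Cxcl9*, *Ccl5* and *Cxcl10*, which attract T cells, had log2 fold changes of -9.43 (SE at most 1.14), -8.01 (SE at most 0.96) and -6.92 (SE at most 0.83) in the authors' deposited table. Class I MHC and antigen processing genes fell in 16 of 21 (21 when adjusted over the list alone, adjusted p = 2.9e-94), with *H2-Q6* at -5.40 and *H2-Q9* at -5.52 in the authors' deposited table, paralogs that may share reads and are uncertain. MHC class II genes fell in 9 of 11 (10 alone, adjusted p = 1.2e-58), *H2-Eb1* with a log2 fold change of -5.38 (SE at most 0.65) in the authors' deposited table. Genes stimulated by type I interferon fell in 18 of 22 (22 alone, adjusted p = 1.8e-74). The complement list, again with *F10*, fell in 11 of 15 (13 alone, adjusted p = 6.7e-39), or in 9 of 13 without *F10* and *Cfb* (adjusted p = 1.6e-28). Leukocyte markers fell in 14 of 16 for monocytes and macrophages (15 alone, adjusted p = 4.6e-48), 9 of 21 for T and NK cells (17 alone, adjusted p = 7.9e-22) and 1 of 12 for neutrophils (1 alone, adjusted p = 0.0016). The neutrophil list did not pass in EAE/CBD mice (adjusted p = 0.13), nor did its difference between the comparisons (adjusted p = 0.067). Markers of activated microglia fell in 14 of 18 (14 alone, adjusted p = 1.7e-45) and of reactive astrocytes in 7 of 19 (15 alone, adjusted p = 2.3e-39). Of these 7 genes, *Cxcl10*, *Gbp2*, *Psmb8* and *Iigp1* also stand on the immune lists above. Without the 3 of them that the paper names, 4 of 16 fell (adjusted p = 1.8e-20, limma's camera). No member of the homeostatic microglia list passed, and the list fell with an adjusted p of 0.0053, which became adjusted p = 0.052 at a correlation of 0.1. The fall was larger in EAE/CO than in EAE/CBD mice for class I MHC (adjusted p = 1.0e-09), type I interferon (adjusted p = 0.00031), interferon-gamma GTPases (adjusted p = 0.00080) and chemokines (adjusted p = 0.00054, or adjusted p = 0.059 without the 3 the paper names) in limma's camera on the differences, a test added after the values were seen. At a correlation of 0.1 the chemokine and GTPase lists no longer passed (adjusted p = 0.059 for chemokines and adjusted p = 0.053 for GTPases). The symptomatic groups also differed in clinical score, 3 to 4 with CBD and 2.25 to 2.5 with CO, and in cohort. The placing of mouse 25B is uncertain too. An effect of treatment cannot be told apart from these, and the test takes genes, not mice, as its units.

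**Figure D4:**
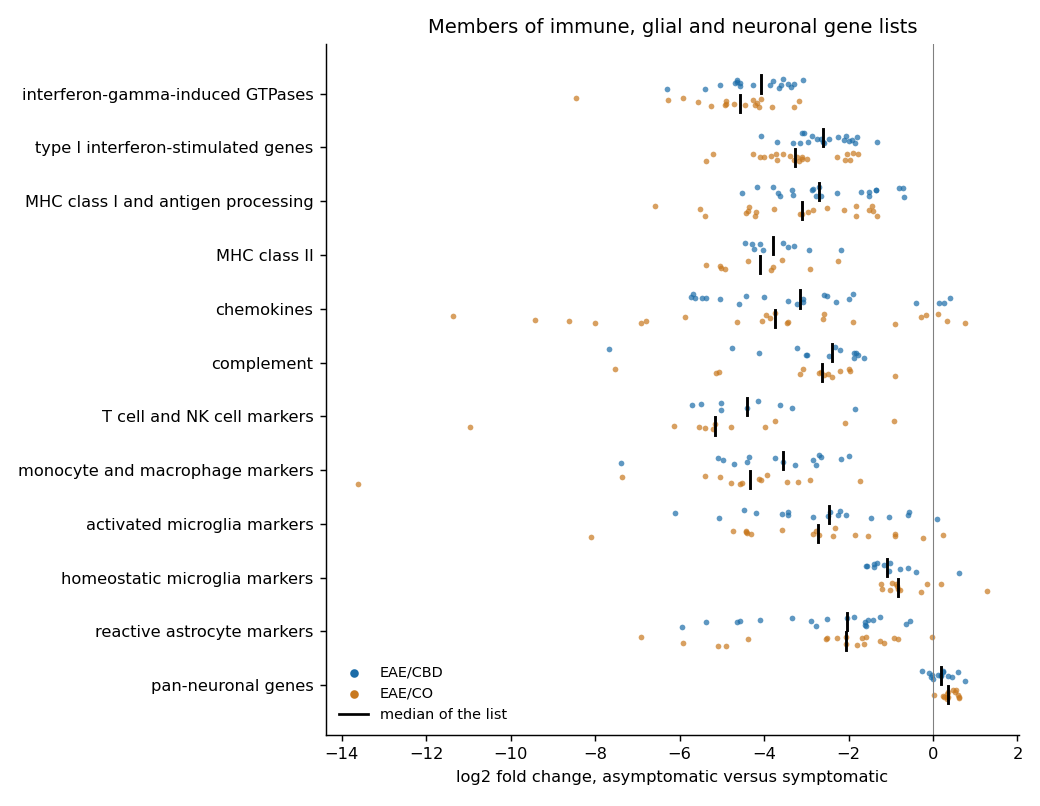
Log2 fold changes of asymptomatic versus symptomatic mice (x axis) for members of 12 gene lists with a level of at least 1, in EAE/CBD (blue) and EAE/CO (orange). Each point is a gene and each black bar the median of its list; the medians of the 11 immune and glial lists lie below 0 in both comparisons and those of the pan-neuronal genes at 0.19 and 0.35.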

The expression of *Oxt* had a fold-change of 74.01 that was significant (FDR = 3.58 × 10^−4^). Additionally, the expression of *Avp* was also increased (fold-change = 247.33) which was significant (FDR = 2.88 × 10^−9^).

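In the EAE/CO comparison *Oxt* had a log2 fold change of 6.21 (SE 1.33) and *Avp* of 7.95 (SE 1.16) between asymptomatic and symptomatic brains in the authors' deposited table. For *Avp* the change in EAE/CBD mice exceeded that in EAE/CO mice by 0.39 on the log2 scale (SE 1.53, 95% interval -2.61 to 3.39, z test of the difference), which is within its error. For *Oxt* it exceeded it by 4.15 (SE 1.82, 95% interval 0.58 to 7.72), with an adjusted p = 0.0458 over this pair of genes alone and adjusted p = 1 over all 12755 genes. The study chose both genes on these samples, where both were higher in EAE/CBD than in EAE/CO asymptomatic mice, so the adjustment over the pair does not account for their choice and neither difference is an independent test. Relative to EAE/CO symptomatic mice, summed log2 fold changes placed *Oxt* at 6.21 in EAE/CO asymptomatic, 2.76 in EAE/CBD symptomatic and 13.12 in EAE/CBD asymptomatic mice, and *Avp* at 7.95, 4.89 and 13.23. By the group means, where the fold-changes of the model are not ratios of those means, *Oxt* lay at -0.72 in EAE/CBD symptomatic and 9.64 in EAE/CBD asymptomatic mice and *Avp* at 2.42 and 10.75, so whether *Oxt* was higher or lower in EAE/CBD than in EAE/CO symptomatic mice cannot be read from these values. Other hypothalamic neuron markers moved in the same direction in EAE/CO mice: 2 of 35 rose, *Hcrt* and *Lhx8*, and none fell (5 when adjusted over the list alone, list adjusted p = 6.2e-07, limma's camera), with a median log2 fold change of 1.19 over the 16 members with a level of at least 1, above all 10000 matched random lists. *Lhx8* also stands on the list of cholinergic neuron markers. Genes of magnocellular neurons rose in 2 of 12 (3 alone, adjusted p = 2.0e-05), and did not pass as a list without *Oxt* and *Avp* (adjusted p = 0.29). The difference between the comparisons did not pass for either list (adjusted p = 0.74 for other hypothalamic and adjusted p = 0.15 for magnocellular genes). Lists of dopaminergic neurons (adjusted p = 0.0071), striatum (adjusted p = 1.4e-08) and olfactory bulb (adjusted p = 0.00045) rose here too, and those of choroid plexus (adjusted p = 1.4e-06) and cerebellum (adjusted p = 3.1e-05) fell. The paper gives the increase of both genes by CBD in mice without clinical signs as its reason to turn to the oxytocin pathway.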

### 3.3. Oxytocin in Brain Signaling Pathway

Since the induction of the *Oxt* and *Avp* genes was significantly increased by CBD in mice that did not exhibit clinical symptoms, we investigated the oxytocin pathway. In IPA, the “Oxytocin in Brain Signaling Pathway” was significant in the comparison between EAE/CBD asymptomatic versus EAE/CBD symptomatic. This pathway was activated (z-score = 2.121) and significant at a *p*-value = 0.0378. In contrast, the comparison between EAE/CO asymptomatic versus EAE/CO symptomatic presented an insignificant (*p*-value = 0.0687) but activated (z-score = 2.449) oxytocin pathway. 

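The pathway analysis in IPA was not rerun here. A list of 31 genes of oxytocin receptor signalling, fixed before the data were examined, was tested in its place. In the EAE/CBD comparison 1 of the 31 fell, the phospholipase gene *Plcb2*, and none rose (1 when adjusted over the list alone). *Plcb2*, which is expressed mainly in blood-derived cells, had a log2 fold change of -2.84 (SE 0.81, FDR = 0.02) in the authors' deposited table. *Oxtr*, the oxytocin receptor, had a log2 fold change of 0.01 (SE 0.80) at a level of 1.06 in the authors' deposited table. As a list the genes did not pass (adjusted p = 0.071, direction down, median log2 fold change -0.26, limma's camera), and *Oxt* itself is not on it. An activation z-score, as IPA gives, weighs directions expected from its knowledge base and is not the same quantity as this test.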

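In EAE/CO mice 0 of the 31 oxytocin receptor signalling genes passed FDR ≤ 0.05 or did so when adjusted over the list alone, and the list did not pass either (adjusted p = 0.40, median log2 fold change 0.03, limma's camera). *Oxtr* had a log2 fold change of 0.91 (SE 0.82, FDR = 1) in the authors' deposited table. Compared directly, the list was lower in the EAE/CBD than in the EAE/CO comparison (adjusted p = 0.0067, limma's camera on the differences, added after the values were seen), a difference that was lost at correlations of 0.05 (adjusted p = 0.070) and 0.1 (adjusted p = 0.17).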

As noted in the pathway, oxytocin’s engagement of its receptor can occur in either neurons or microglial cells and in microglial cells would lead to the inhibition of several pro-inflammatory cytokines (Figure 1).

### 3.4. qRT-PCR Validation of Gene Expression

To validate the expression of *Oxt* and *Avp*, qRT-PCR was performed in the brains used for RNA-Seq analysis. The expression levels are compared to EAE/CO asymptomatic for all genes. Although the expression levels for *Oxt* and *Avp* were not statistically significant, the EAE/CBD asymptomatic groups showed an increased trend in both genes as compared to all other groups (Figure 2A,B). To address the possible anti-inflammatory effects of CBD in EAE, the gene expression for *Tnfa* and *Ifng* was also conducted and again, while there were no statistically significant differences, the trend shows a relatively lower expression for both genes in mice treated with CBD that exhibited no symptoms (Figure 2C,D). These results suggest that the upregulation of *Oxt* and *Avp* might better serve as biomarkers of CBD exposure than the downregulation of pro-inflammatory mediators.

### 3.5. CBD Effects in Brains of Healthy Mice

Next, we examined whether *Oxt* and *Avp* gene expression would be increased by CBD in the absence of inflammation or immune stimulation. Male and female mice received the same dosage of CBD as in the EAE study (i.e., 75 mg/kg daily for 5 days via oral gavage). We quantified the serum CBD levels at 24 h after the last dose and found an average of ~40–80 ng/mL regardless of whether we added water in an attempt to increase the serum concentrations as reported (Figure 3A) [17]. In the brains of healthy mice, *Oxt* gene expression was slightly elevated with CBD treatment in both sexes (Figure 3B). *Avp* gene expression was slightly increased in male mice but was significantly upregulated in the brains of female mice by CBD (Figure 3C). These results suggest that the brain expression of *Oxt* or *Avp* might serve as a biomarker of CBD exposure regardless of the presence of inflammation.

## 4. Discussion

The objectives of this work were to identify brain transcriptomic mechanisms that could: (1) identify genes involved with CBD’s ability to attenuate EAE disease; (2) account for the variable efficacy of CBD; and (3) suggest potential biomarkers for CBD exposure. Initially, we intended to simply compare CBD- versus vehicle-treated mice in EAE but took advantage of the variable CBD efficacy to identify differential genes associated with CBD providing protection from disease. While splitting out the groups in this way reduced the number per group (which is a limitation of our study), we were able to gain several insights. We determined that several homeobox genes were upregulated in CBD-treated mice that still showed disease (i.e., when CBD was not efficacious), while *Oxt* and *Avp* were robustly upregulated in CBD-treated mice that did not show disease (i.e., when CBD was efficacious). Finally, we noted that *Oxt* and *Avp* were also modestly upregulated in the brains of CBD-treated healthy mice, suggesting that *Oxt* and *Avp* gene upregulation might serve as biomarkers of CBD exposure.

This work confirmed other studies from our lab showing that active EAE without PTx results in a milder disease with a longer onset [12,15,21,22]. Our reason for omitting PTx is to avoid any inactivation of putative GPCRs through which CBD might be acting, since PTx inactivates Gi/o [14], and the CBD receptor in EAE has not yet been definitively identified. The brains were grouped a priori for RNA-Seq analysis based on the current scoring rubric, from which the minimum score of 0.5 is a loss of tail tone, and sometimes results in no clinical score [12,21,22,23,24,25]. However, we have observed neuroinflammation in our EAE mice even when assigned a clinical score of 0 [26], which has prompted us to consider the possibility of updating our scoring rubric to better reflect our mild disease state. Despite the modest disease as assessed by the current rubric, we know this model is relevant because the transcriptomes of the brains from our EAE mice closely resembled brain transcriptomes from MS individuals in which both active and inactive lesions were found [15].

This study identified that homeobox genes were putatively involved in EAE or were upregulated in mice when CBD was not efficacious in EAE. Homeobox genes encode transcription factors important during development and in adulthood [20]. In humans, homeobox genes, including *HOXA5*, were preferentially expressed in the spinal cord as compared to the brain [27]. *HOXA5* also interacted with two transcription factors, *SMAD1* and *SOX2*, which were previously identified in MS spinal cords as being associated with astrocytosis/gliosis [27]. However, in another study it was noted that HOXB3 protein expression in the cerebral spinal fluid was relatively low in individuals who progressed from an acute episode of neurological disturbance to MS [28]. These studies, together with our results, confirm that homeobox genes are likely involved in EAE and MS, and some might serve as targets of CBD.

The most significant finding in this work was that CBD increased the gene expression of *Oxt* and *Avp* in the brains of mice that were asymptomatic with CBD (i.e., CBD was efficacious in reducing or preventing disease). This was consistent with our modest results in the brains of naïve mice and with another report showing that *Oxt* was increased in the prefrontal cortex of rats treated with CBD [29]. Oxytocin and vasopressin are neuropeptides that are synthesized in the paraventricular and supraoptic nuclei of the hypothalamus and are released from the posterior pituitary into the periphery and act through GPCRs [30]. Thus, a limitation of our study was that we did not determine the effects on *Oxt* and *Avp* in specific brain regions, which is an important next step for our studies.

Although the peptides only differ by two amino acids, their primary roles are distinct. Oxytocin is involved in uterine contractions and milk ejection during labor and breastfeeding. In contrast, vasopressin regulates water retention and blood pressure through its effects on the kidneys [31]. Despite their distinctive roles, both oxytocin and vasopressin have been shown to impact the immune system. Oxytocin secretion is a part of the neuroendocrine-immune network that takes on various roles including the development of the immune system and the inhibition of inflammation [32]. Oxytocin receptors are found in many immune cells, including CD8+ T cells [33] and monocytes [34], and several studies have shown that oxytocin can reduce pro-inflammatory mediators [34,35]. In contrast, vasopressin has been shown to have an opposing role in the immune system, with one study reporting that vasopressin exacerbated inflammation in response to brain trauma [36]. In EAE, blocking vasopressin decreases blood–brain barrier permeability and reduces clinical signs [37]. How CBD-induced increased gene expression for *Oxt* and *Avp* contributes to its anti-inflammatory efficacy is not yet clear, but vasopressin can also attenuate the inflammatory response under certain conditions [38]. At the neuronal level, it has been shown that transient receptor potential V2 (TRPV2), a receptor to which CBD binds [39], co-labels with both oxytocinergic and vasopressinergic neurons [40]. Another potential link was shown between the endocannabinoid, anandamide, and oxytocin. Wei et al. showed that oxytocin drove anandamide signaling at cannabinoid 1 receptors (CB_1_) [41]. Since CBD has also been shown to elevate anandamide levels through the inhibition of fatty acid amide hydrolase, which breaks down anandamide (at least in rodents) [42], it is possible that CBD works with oxytocin to potentiate the endocannabinoid system through CB_1_. As cannabinoids are known to attenuate neuroinflammation via CB_1_ [43] and the loss of CB_1_ exacerbated our EAE model [26], this is a potential mechanism for the association between the neuroprotective effects of CBD and oxytocin.

It has been reported that vasopressin is generally higher in males than females; for instance, it was shown that brain *Avp* gene expression was higher in males across several times during development [44] and that males possess a higher number of vasopressin-immunopositive neurons in certain brain areas [45]. In this study, however, females expressed higher levels of *Avp* gene expression in the brain in response to CBD in the absence of an inflammatory insult. This could represent a sex-specific response to CBD. As noted below, it is not likely to be due to systemic metabolism differences since serum CBD levels were similar, but there have been studies noting differential sensitivity to CBD depending on sex. As one example using a pain model, the sensitivity to CBD changed significantly during the estrous cycle with females in late diestrus exhibiting increased sensitivity to CBD as compared to proestrus [46]. We cannot definitively claim that the stage of the estrous cycle dictated the enhanced female response of *Avp* gene expression to CBD in our study; more studies are needed to examine sex differences in CBD responsiveness and potential efficacy.

As part of our determination that CBD increased *Oxt* and *Avp* expression in the brains of mice exposed in the absence of a neuroinflammatory insult, we determined the serum levels of CBD in mice 24 h after a 5-day oral administration of CBD. Although it has been suggested that dosing with water following oil might increase plasma or serum concentration through the formation of an emulsion in the gut [17], we did not detect a difference in serum CBD. The data confirmed previous studies showing that oral administration of CBD, even over a 5-day period, results in only ng/mL serum levels, suggesting a low bioavailability [47]. The low serum CBD levels after oral dosing might account for some of the variable efficacy of CBD in this study. In a previous study in our laboratory with our mild EAE model, oral CBD did exhibit immunosuppressive efficacy but did not completely resolve inflammation or neuroinflammation [12]. Certainly, this is related to dosage, but 75 mg/kg is already a relatively high oral dose. A comparison of CBD’s efficacy following oral administration as compared to other routes of administration in our EAE model is just one of several future studies that can be considered based on these findings.

There is evidence in humans that CBD exhibits anti-inflammatory effects. While there are limited studies in which only CBD (as compared to a CBD/THC combination treatment) was evaluated in MS [48], other studies demonstrate that CBD possesses anti-inflammatory efficacy in individuals with diagnosed chronic periodontitis [49] or inflammation associated with cocaine-use disorder [50]. Another study showed that the oral administration of CBD reduced LPS-stimulated TNF-α ex vivo [51]. There is one clinical trial in which CBD was evaluated for osteoarthritis knee pain in humans and CBD as a supplemental analgesic was not effective, although there were no inflammation endpoints evaluated [52]. Together, these studies demonstrate that CBD has the potential to exhibit anti-inflammatory efficacy in humans, but that it is variable, similar to our effects in this study. It is likely that CBD’s efficacy depends on the dose, route of administration, duration, presence of other drugs, and degree of immune system activation.

## 5. Conclusions

This study allowed us to decipher part of the mechanism by which CBD protects from neuroinflammation in EAE and also identify transcriptomic reasons to account for CBD’s variable efficacy. A novel feature of this study is that instead of simply averaging the results for each control and treatment group as is typically conducted in experiments like this, we distinguished between mice that had an effective response to CBD treatment and mice that did not. This better reflects the “real world” situation in human patients in which treatment effects can vary substantially between individuals. Most importantly, we showed that in CBD-treated EAE mice without disease, the brain expression of the *Oxt* and *Avp* genes was significantly upregulated. At this time, it is not clear if *Oxt* and *Avp* gene expression is upregulated in neurons, astrocytes, or immune cells (or more than one of these). Moreover, it is not clear in which brain region the upregulation occurs. Although to a lesser extent, CBD also increased the brain gene expression of *Oxt* and significantly increased the brain expression of *Avp*, at least in females, in the absence of an inflammatory stimulus. Thus, these data suggest that the brain expression of *Oxt* and *Avp* might be biomarkers of CBD exposure, regardless of an inflammatory stimulus. Overall, studies such as these that focus on pathways activated in response to an efficacious treatment might suggest novel therapies that more selectively target pathways known to regulate pathological changes in MS, which would perhaps exhibit less overall immunosuppression, which remains one of the most important categories of side effects for drugs that target a component of the immune system.

## Figures and Tables

**Figure 1:**
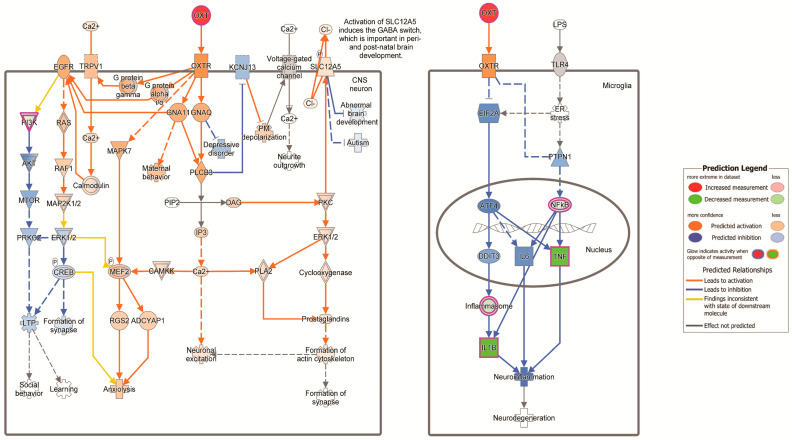
Oxytocin signaling brain pathway. The signaling pathway for the comparison, EAE/CBD asymptomatic vs. EAE/CBD symptomatic, was generated from IPA. Oxytocin was significantly increased (red) in CBD-treated asymptomatic mice, which is predicted to lead to downstream decreases (green) in tumor necrosis factor (TNF), interleukin-1B (IL1B), inflammasome, and PI3K. CO, corn oil (vehicle).

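The transcripts of cytokines downstream in this pathway were lower in EAE/CBD asymptomatic than in symptomatic brains. *Tnf*, on chromosome 17 of GRCm39, had a log2 fold change of -5.48 (SE 1.23, FDR = 0.000771) and *Il1b*, on chromosome 2, of -5.54 (SE 0.97, FDR = 2.31e-06) in the authors' deposited table. *Il1rn*, which encodes the antagonist of the interleukin-1 receptor, fell by 6.54 on the log2 scale (SE 1.06) in the authors' deposited table. On the list of 19 pro-inflammatory cytokine and inflammasome genes 9 fell and none rose (12 when adjusted over the list alone, list adjusted p = 8.2e-19, limma's camera). The antagonist gene *Il1rn* stands on this list and is counted among those that fell, here and in EAE/CO mice. *Pik3cg*, a PI3K catalytic subunit of leukocytes, had a log2 fold change of -2.03 (SE 0.76) and did not pass in the authors' deposited table (FDR = 0.19). The same list fell in the EAE/CO comparison, in 7 of 19 genes (13 when adjusted over the list alone, adjusted p = 1.0e-20), with *Tnf* at -8.47 (SE 1.78) and *Il1b* at -4.52 (SE 0.92) in the authors' deposited table for EAE/CO mice. The difference between the comparisons was 2.99 for *Tnf* (SE 2.17, 95% interval -1.26 to 7.24) and -1.02 for *Il1b* (SE 1.33, 95% interval -3.63 to 1.59), both within their error.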

**Figure 2:**
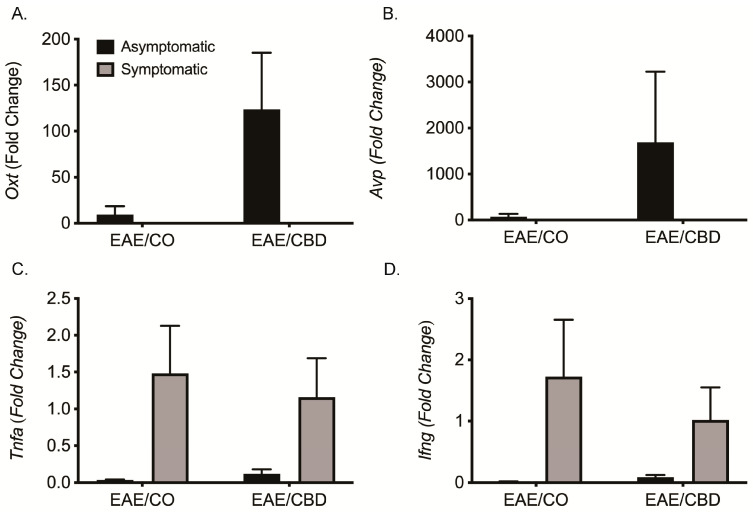
Gene expression confirmation using qRT-PCR. Female EAE mice were treated with CO or CBD for 5 days after disease initiation. Brains were harvested on Day 18. Samples used for RNA-Seq analysis were also used to confirm gene expression by qRT-PCR. (**A**) *Oxt*; (**B**) *Avp*; (**C**) *Tnfa*; and (**D**) *Ifng*. Bars are the mean ± SEM. Asymptomatic EAE values were used as the fold-change analysis comparators. None were statistically significant. CO, corn oil (vehicle).

**Figure 3:**
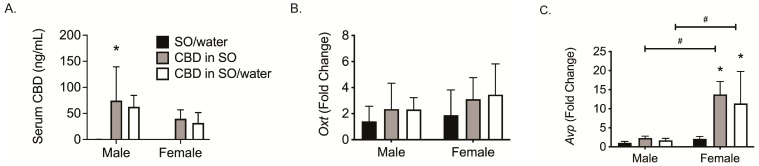
Gene expression assessment in naïve mice using qRT-PCR. Untreated (healthy) male and female mice (*n* = 5) were treated with SO/water, CBD in SO, or CBD in SO/water for 5 days. One hour after the last dose, blood and brains were collected. (**A**) Serum CBD was quantified by LC-MS/MS; (**B**,**C**) *Oxt* and *Avp* gene expression in the brain. Bars are the mean ± SEM. SO/water values were used at the fold-change analysis comparators. * *p* < 0.05 as compared to SO/water mice; # *p* < 0.05 sex differences between same treatment groups. SO, sesame oil (vehicle).

**Table 1:** Clinical scores on Day 18.

EAE/CO	Score	EAE/CBD	Score
21A	2	**26A**	**0**
**22A**	**0**	**27A**	**0**
**23A**	**0**	**28A**	**3**
**24A**	**2.5**	29A	0
25A	0	**30A**	**3**
**21B**	**2.25**	**26B**	**0**
**22B**	**0**	27B	0
23B	0	28B	2.5
24B	2	29B	0
**25B**	**2.25**	**30B**	**4**

Two separate cohorts (designated A or B) of mice were conducted using 5 mice per group per cohort (total 10 mice per group). Brains from mice with the bold scores were submitted for RNA-Seq. Groups (*n* = 3) were defined as EAE/CO symptomatic (24A, 21B, 25B); EAE/CO asymptomatic (22A, 23A, 22B), EAE/CBD symptomatic (28A, 30A, 30B), and EAE/CBD asymptomatic (26A, 27A, 26B). Mice were considered asymptomatic if they did not exhibit the initial clinical sign of tail weakness. CO, corn oil (vehicle). The EAE/CO subset of these data was previously published [15].

**Table 2:** Symptomatic mice only—EAE/CBD versus EAE/CO ^a^ DEGs (*n* = 3 per group).

Name	Fold Change	FDR
*Hoxb5*	522.45	1.07 × 10^−6^
*Hoxb8*	258.31	1.40 × 10^−5^
*Hoxa5*	307.5	2.07 × 10^−5^
*Dbh*	50.37	5.10 × 10^−5^
*Slc6a2*	249.99	7.63 × 10^−5^
*Hoxb6*	373.91	7.63 × 10^−5^
*Hoxb3*	224.05	2.56 × 10^−4^
*Hoxc4*	104.23	2.49 × 10^−3^
*Hoxa4*	143.68	3.12 × 10^−3^
*Trh*	21.99	3.35 × 10^−3^
*Chat*	33.53	9.85 × 10^−3^
*Pde6a*	−28.4	0.02
*Hoxb2*	45.24	0.04
*Glra1*	45.39	0.05

^a^ CO, corn oil (vehicle).

**Table 3:** Asymptomatic only—EAE/CBD versus EAE/CO ^a^ DEGs (*n* = 3 per group).

Name	Fold Change	FDR
*Oxt*	120.67	3.28 × 10^−5^
*Avp*	38.95	3.12 × 10^−4^
*Capn11*	211.15	3.12 × 10^−4^
*Iqschfp*	105.47	6.10 × 10^−3^
*Pmch*	9.6	0.03

^a^ CO, corn oil (vehicle).

**Table 4:** EAE/CBD asymptomatic versus EAE/CBD symptomatic DEGs (*n* = 3 per group).

Name	Fold Change	FDR
*Oxt*	1311.49	0
*Cxcl9*	−52.68	0
*Cxcl10*	−41.38	0
*Ly6i*	−166.58	0
*Avp*	323.08	3.96 × 10^−13^
*F10*	−203	6.60 × 10^−13^
*Gbp6*	−25.82	1.13 × 10^−12^
*Igtp*	−25.05	1.48 × 10^−12^
*Cfb*	−26.96	4.62 × 10^−12^

**Table 5:** EAE/CO ^a^ asymptomatic versus EAE/CO ^a^ symptomatic DEGs (*n* = 3 per group).

Name	Fold Change	FDR
*Gbp2*	−30.13	0
*Cxcl9*	−689.66	0
*Cxcl10*	−121.38	0
*Gm12250*	−47.14	0
*Igtp*	−30.37	0
*Ccl5*	−258.3	0
*Psmb8*	−20.91	0
*H2-Eb1*	−41.57	0
*H2-Q6*	−42.15	0
*H2-Q9*	−45.82	0

^a^ CO, corn oil (vehicle).

## Data Availability

The mouse brain EAE datasets generated and/or analyzed during the current study are available in the NCBI gene expression omnibus (GEO) GSE262437 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE262437) and were accessed on 24 August 2021 for this manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

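Whole-brain RNA of 12 female mice with EAE was compared in 4 groups of 3 mice, EAE/CBD asymptomatic, EAE/CBD symptomatic, EAE/CO asymptomatic and EAE/CO symptomatic. The last of these had 1 mouse of cohort A and 2 of cohort B, the others 2 of cohort A and 1 of cohort B, and whether the authors' model held a cohort term is not given in the sources used here. Conditions follow the paper's Table 1; the mouse numbered 25B, which the sample labels list as CBD-treated, was placed in EAE/CO symptomatic by that table, and which group the authors' fit used it in cannot be read from the labels. Healthy mice and qRT-PCR were not analysed here.

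The values used are those of the authors' comparisons. According to the paper, the authors trimmed and mapped the reads to GRCm39 and tested differential expression in the CLC Genomics Workbench, whose version and options are not given in the sources used here. The submitters' processing notes describe a negative binomial generalised linear model for this step and name GRCm38 as well as GRCm39. The gene positions listed lie on GRCm39: of 40041 genes compared with the GENCODE annotation, 99.955% had the same place and strand. The log2 fold change and the fold change of each gene were computed by the authors from that model before they were deposited. The p-value and the FDR of each gene were likewise computed by the authors and deposited, and some p-values are listed as 0. The larger of the 2 group means was deposited by the authors as a value without a stated unit, and it is called the level. No values per mouse were used, so the spread between mice is known only through the p-values. The sequencing depth that the paper's methods give applies to reads as sequenced. The reads behind each value are not known, so the precision of single genes is given by the standard errors alone.

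The comparisons of asymptomatic with symptomatic mice list 50457 genes, of which 17825 (EAE/CBD) and 17625 (EAE/CO) carry a p-value, and 12770 and 12621 of these have a level of at least 1. The comparisons of CBD with CO list 14 and 5 genes, all past FDR 0.05, so no test over all genes was run on them. The EAE/CO comparison is listed in both directions; the log2 fold changes mirror each other with a largest sum of 0.03, and 2 p-values and 3 FDRs differ. The 26 mitochondrially encoded genes are listed at 0 and were left out.

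Genes were counted at FDR ≤ 0.05 by direction. The standard error of a log2 fold change was its size divided by the two-sided normal quantile of its p-value, with p limited to 1e-16 and genes with p above 0.999 left out; intervals are 95% intervals. The difference between the EAE/CBD and EAE/CO comparisons was tested per gene with a two-sided z test and adjusted by Benjamini-Hochberg over genes with a level of at least 1 in either comparison. The lists of pathways, cell types and brain regions, 42 in all, were tested with the competitive camera test of limma on the signed z of each gene, with a preset correlation of 0.01 between genes and adjustment over lists with at least 5 members at a level of at least 1. The correlation could not be estimated without values per mouse. Counts adjusted over a list alone use Benjamini-Hochberg within the list. Medians of other hypothalamic neuron markers and of *Hox* genes were set against 10000 random lists of the same size matched on level in 10 classes (seed 1). *Hox* genes were taken without a minimum level there. The random lists draw single genes, so their percentiles do not allow for genes that vary together. The overlap of called genes was set against the product of the counts divided by the genes tested in both comparisons. Correlations between comparisons are across genes.

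The genes named in the text were chosen by a rule: each gene the paper names, the 10 largest changes in each direction past FDR 0.05 with a level of at least 1, the 3 members of each list with the smallest p-value, and the 5 genes with the smallest p-value of the difference. The paper's Tables 2 to 5 had been seen when the rule was written, and several lists hold genes that these tables name. Lists, tests and alternatives were set before the data were examined, apart from those added later: the camera test on the differences, the ratio of the larger group means, the positions of the groups by those means, the split of hypothalamic markers into peptide precursors and others, the lists without the genes the paper names, the comparison of *Oxt* and *Avp* with other hypothalamic markers, and the count of region lists past their test. Of 226 named genes, 24 overlap another annotated gene. The alternatives were other thresholds on FDR and fold change, other minimum levels, adjustment over fewer genes, Bonferroni adjustment, other correlations, ranks or log2 fold changes in the camera test, and lists without the paper's genes.

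The steps were tested on simulated data. With 100 genes changed by 4 on the log2 scale and 100 by 8 among 12755, the difference test recovered 92 and 100, with 14 false calls. Of 200 random lists without a change, 13 lay outside the central 95%, and the changed list lay at percentile 100. The camera test recovered the changed list (adjusted p = 1.44e-21) and called 0 others of 38. Simulated z values were independent between genes, and simulated errors had exactly the assumed SE. These checks therefore do not test the preset correlation or the SEs taken from the p-values. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.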

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

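The camera tests on differences between the EAE/CBD and EAE/CO comparisons, the comparison of *Oxt* and *Avp* with other hypothalamic markers (*Agrp*, *Hcrt*, *Pmch* and *Pomc* among them), the split of hypothalamic markers by peptide, the lists without the genes the paper names, the positions by group means and the count of region lists were chosen after the results were seen.

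*Oxt* and *Avp* were higher in asymptomatic than in symptomatic brains in EAE/CBD and in EAE/CO mice, and so were other hypothalamic neuron markers, which the paper does not analyse, with median log2 fold changes of 1.11 (EAE/CBD) and 1.19 (EAE/CO). More hypothalamic tissue in the asymptomatic samples would raise such markers together, and their medians lay at percentile 100 of matched random lists in both comparisons, so it may contribute. One uniform gain as the whole of the change was set against the gaps to *Oxt* and *Avp*. In EAE/CBD mice 20 of 21 markers with a level of at least 1 lay below both genes beyond the 95% margin of the difference, with errors taken as independent. Among them were 3 of the 4 peptide genes most restricted to the hypothalamus, *Pmch*, *Agrp* (-1.93, SE 1.41) and *Pomc* (2.15, SE 0.69), but not *Hcrt*. The study chose *Oxt* and *Avp* on these samples for their large increases, so a place above most other markers is partly built in. The mean of *Oxt* implied for EAE/CBD symptomatic mice was also near 0, at 0.0210. This count therefore cannot decide whether one uniform gain was the whole of the change. In EAE/CO mice only 1 of 3 such peptide genes, *Pomc*, lay below both (14 of 16 markers). *Hcrt* had a log2 fold change of 11.88 (SE 2.66) there in the authors' deposited table, from an implied mean of 0.00239 in symptomatic mice. The size of its change is therefore uncertain, and the question stays open in EAE/CO mice too. The hypothalamic markers that are not peptides had medians of 0.82 over 9 members (EAE/CBD) and 0.585 over 6 (EAE/CO). Both lay at percentile 99.95 or above of matched random lists. Those random lists take genes as independent, and striatal and olfactory bulb markers rose too. These medians therefore cannot decide whether peptide transcripts alone changed in hypothalamic neurons. Pituitary tissue is argued against by *Gh* and *Prl*, with a largest level of 0.37 and neither past FDR 0.05. Regulation by CBD or by clinical signs, and uneven inclusion of single hypothalamic nuclei, stay open and were not tested.

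The median log2 difference of *Hox* genes between the comparisons (EAE/CBD minus EAE/CO) was -3.82 over 10 members. The study chose 7 of these on the same samples, so their list test is not independent support. Over the 14 it did not choose, at any level, the median was -2.26, which was not tested. Those chosen were lowest in EAE/CO symptomatic brains, which is partly built in by their choice. More caudal brainstem or spinal tissue in the other groups would raise glycinergic and noradrenergic markers as well; without the genes the paper names their medians in EAE/CO mice were 0.18 and 0.94, the glycinergic list did not pass and too few noradrenergic markers remain for a test, so this could neither be shown nor excluded. A different regional make-up of the samples may contribute, because 7 of 12 other region lists passed in the EAE/CO comparison at a correlation of 0.1 (6 of 11 without the genes the paper names), and 8 of 13 in the EAE/CBD comparison. Some lists share members, such as *Ddc* on the dopaminergic and noradrenergic lists, so these counts are not of independent regions. Which group mouse 25B was in when the authors fitted their model stays open, since the labels and the paper differ. The paper places it in EAE/CO symptomatic and gives 3 mice per group in each comparison. Cohort stays open as well and was not tested: EAE/CO symptomatic is the group with 2 mice of cohort B, where the others have 1. A biological difference by treatment and clinical signs stays open and was not tested apart from these.

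Immune genes were lower in asymptomatic brains in both comparisons. Fewer infiltrating leukocytes would lower T cell and monocyte markers, and the largest of their 4 adjusted p-values was 3.07e-15, which is in line with it. Activated microglia and reactive astrocyte markers fell as well, so a change in resident cells stays open beside it, and shares of cells were not measured. Some of the astrocyte markers that fell also stand on the immune lists. The fall was larger in EAE/CO than in EAE/CBD mice for class I MHC and antigen processing (median log2 difference 0.80) and type I interferon-stimulated genes (0.53). Treatment cannot be told apart there from clinical score and cohort, which also differed between the symptomatic groups.

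Other results differ between the EAE/CBD and EAE/CO comparisons by a test of the difference. *Capn11* was the single gene, with a log2 difference of 7.73. Median log2 differences (EAE/CBD minus EAE/CO) were 1.78 for cerebellar markers, 1.44 for ependymal and motile cilia genes, 1.64 for red blood cell genes, 0.78 for choroid plexus markers and 0.72 for thalamic markers. Without the genes the paper names the ependymal difference still passed (adjusted p = 6.0e-07). The median log2 differences were -1.43 for cholinergic neuron markers (adjusted p = 0.022 without *Chat*, or adjusted p = 0.069 at a correlation of 0.1) and -0.73 for cortical and hippocampal markers.

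Further lists that the paper does not discuss passed their test within a comparison. In EAE/CBD mice the median log2 fold changes were 2.12 for red blood cell genes, 1.49 for dopaminergic, 1.22 for serotonergic and 0.60 for noradrenergic neuron markers (a list with *Dbh* and *Slc6a2* of Table 2, too short to test without them), 1.32 for olfactory bulb, 1.20 for ependymal and motile cilia genes, 1.07 for striatal and 0.58 for thalamic markers. In EAE/CO mice they were 1.24 for striatal, 1.18 for olfactory bulb, 1.06 for dopaminergic and 1.05 for noradrenergic markers, and -1.40 for cerebellar and -1.39 for choroid plexus markers.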

How the results depend on the processing

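The difference tests per list, the lists without the genes the paper names and the ratios of group means were added after the data were seen. The counts of called genes stayed within 1.5 times at FDR 0.01 (381 in EAE/CBD, 292 in EAE/CO, 11 and 4 between treatments), with a fold change of at least 2 (505 and 389), with a level of at least 1 (443 and 356) and with adjustment over those genes (454 and 370). Bonferroni adjustment left 168 and 151 genes, since it is stricter by construction. Between 22 and 29 lists passed in EAE/CBD mice and 17 to 30 in EAE/CO mice. Without the genes the paper names 25 of 36 and 21 of 35 passed; in EAE/CO mice the magnocellular and ependymal lists no longer passed, and the *Hox* and noradrenergic lists were too short to test. The test of the difference per gene called 0 genes with no minimum level (267 at an unadjusted p under 0.05) and 0 with a level of at least 5 (46 at an unadjusted p under 0.05); *Capn11* lies below that level, and it passed with Bonferroni adjustment and with the genes at the limit of p left out. The correlation of 0.745 across genes became 0.442 with no minimum level, 0.377 over genes called in neither comparison and 0.261 as a Spearman value; the cause was not tested. Shared called genes numbered 241 to 322; of the 4 shared increased genes, *Oxt* and *Avp* passed at FDR 0.01, and increased genes in EAE/CO mice went from 9 to 5. The hypothalamic median was at least 1.05 (EAE/CBD) and 1.08 (EAE/CO), at percentile 100 of random lists throughout. The *Hox* median in EAE/CBD mice, -0.35, reversed to 0.005 with a level of at least 1, where 10 of 26 members remain; the cause was not tested. In EAE/CO mice it ranged from 1.28 to 3.89. Of 451 results for named genes, 161 called, 15 were lost at FDR 0.01 and 62 with Bonferroni adjustment, and of the 367 with a level of at least 1, 2 were gained and 0 lost with adjustment over such genes. Of the lists whose difference passed, 17 in number, 12 passed at a correlation of 0.05 and 10 at 0.1.

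Tests on counts per mouse with other normalisations, a cohort term, each mouse left out in turn, mouse 25B by its label or other splits of the mice were not run, because the values used are per comparison. No paired analysis was possible because the comparisons carry no values per mouse. Depth limits genes with low levels most, such as the *Hox* genes and *Capn11*, and the reads behind them are not known.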

Differences from the paper's values

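Of 44 values that the paper states and that could be set beside these data, 40 fold-changes and 4 counts of DEGs, all 44 were equal to the printed digits and 0 differed. At FDR 0.01, an alternative set before the data were examined, no decreased gene passed between EAE/CBD and EAE/CO symptomatic mice, where the paper counts 1 at its own threshold of 0.05. The ratio of the larger group means, an alternative chosen after the values were seen, gives 10.8 for *Oxt*, 6.97 for *Avp* and 5.94 for *Pmch* between EAE/CBD and EAE/CO asymptomatic mice, beside the paper's fold-changes of 120.67, 38.95 and 9.6. The paper's pathway scores were not recomputed here.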

Other observations

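Lists of monoamine neurons and brain regions differed between asymptomatic and symptomatic brains, in directions given here and in the first part of this section. In EAE/CBD mice 2 of 10 dopaminergic markers rose (7 when adjusted over the list alone), 1 of 11 serotonergic markers (2 alone, list adjusted p = 0.0071), 1 of 8 noradrenergic markers (*Ddc*, 2 alone, adjusted p = 0.0035, not tested without *Dbh* and *Slc6a2*), 1 of 13 striatal markers (*Tac1*, 6 alone), 1 of 11 thalamic markers (*Tcf7l2*, 1 alone, adjusted p = 0.0013) and 0 of 10 olfactory bulb markers (2 alone). *Tac1*, the precursor of substance P, had a log2 fold change of 1.62 (SE 0.43) and *Tcf7l2*, a transcription factor of thalamic neurons, of 1.77 (SE 0.45) in the authors' deposited table. In EAE/CO mice 0 genes of the dopaminergic and serotonergic lists passed, 0 of the noradrenergic (1 alone), 0 of the striatal (1 alone), 0 of the thalamic and 0 of the olfactory bulb lists (1 alone); the serotonergic (adjusted p = 0.75) and thalamic (adjusted p = 0.44) lists did not pass. Choroid plexus markers fell in EAE/CO mice (1 of 15, *Slc4a5*, 6 alone) and not in EAE/CBD mice (0 of 15, adjusted p = 0.44); *Slc4a5*, a bicarbonate transporter of the choroid plexus, had a log2 fold change of -5.15 (SE 1.29) in the authors' deposited table for EAE/CO mice. Cerebellar markers passed in EAE/CO mice only as a list (0 of 16) and not in EAE/CBD mice (0 of 16, adjusted p = 0.15). The list of ependymal and motile cilia genes rose in EAE/CBD mice (0 of 14, adjusted p = 0.0015). In EAE/CO mice it fell only with *Capn11* and *Iqschfp* counted (1 of 14, *Capn11*, adjusted p = 0.030, or adjusted p = 0.065 at a correlation of 0.05). *Capn11* and *Iqschfp* of that list were chosen by the study on these samples; without them the list did not pass in EAE/CO mice (adjusted p = 0.29) and rose in EAE/CBD mice (adjusted p = 0.0011). Red blood cell genes did not pass in EAE/CO mice (0 of 8, adjusted p = 0.10).

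The results of the remaining lists follow. For cortical and hippocampal markers 0 of 17 passed in either comparison (EAE/CO adjusted p = 0.064). Meningeal markers fell in EAE/CO mice as a list (0 of 13, adjusted p = 0.023, or adjusted p = 0.063 at a correlation of 0.05), and in EAE/CBD mice as a list (adjusted p = 0.015, or adjusted p = 0.10 at a correlation of 0.1) with 1 of 13, *Dcn*. Endothelial markers fell in 2 of 15 in EAE/CBD mice (*Icam1* and *Selp*, 3 alone, list adjusted p = 0.0086, or adjusted p = 0.076 at a correlation of 0.1) and 1 of 15 in EAE/CO mice (*Icam1*, adjusted p = 0.17). Neutrophil markers did not pass as a list in EAE/CBD mice (1 of 12 fell, 2 alone, adjusted p = 0.13). Myelin genes (0 of 15, adjusted p = 0.071 and adjusted p = 0.073 in EAE/CBD and EAE/CO mice), oligodendrocyte precursor markers (0 of 9, adjusted p = 0.42 and adjusted p = 0.15), immediate early genes (0 of 15, adjusted p = 0.19 and adjusted p = 0.60) and glycinergic markers in EAE/CBD mice (0 of 6, adjusted p = 0.42) did not pass. Pan-neuronal genes passed in EAE/CO mice (0 of 14, adjusted p = 0.011, or adjusted p = 0.094 at a correlation of 0.1) and not in EAE/CBD mice (adjusted p = 0.10). Endocannabinoid and CBD target genes did not pass as a list (adjusted p = 0.76 and adjusted p = 0.38), and 1 of 21, *Gpr18*, fell in EAE/CBD mice, with a log2 fold change of -5.68 (SE 1.47) in the authors' deposited table. Hypoxia and heat shock genes did not pass (adjusted p = 0.31 and adjusted p = 0.45), and 1 of 14, *Hmox1*, fell in EAE/CBD mice. Cholinergic markers did not pass in EAE/CBD mice (0 of 8, adjusted p = 0.071). Without *Chat* the adjusted p was 0.043, which became adjusted p = 0.065 at a correlation of 0.05. In EAE/CO mice 1 of 7, *Lhx8*, rose (3 alone), but fewer than 5 members reached a level of 1 and the list was not tested. B cell (0 of 10, with 2 alone lower in EAE/CO mice), pituitary (0 of 10, with 1 alone higher in EAE/CBD mice) and photoreceptor genes (0 of 12 and 0 of 11) had too few members at that level for the list test.

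Among the 5 genes with the smallest p-value of the difference, *Rln3*, the precursor of the brainstem neuropeptide relaxin-3, had log2 fold changes of 7.39 (SE 1.55) in EAE/CBD and -2.93 (SE 2.14) in EAE/CO mice in the authors' deposited table. *Gvin1*, an interferon-induced GTPase, had -2.40 (SE 0.67) and -6.40 (SE 0.84), and *Klhl34* -2.30 (SE 0.63) and 1.05 (SE 0.64), in the authors' deposited table. *Llph-ps2*, a pseudogene that may share reads with its parent and is uncertain, had 8.34 and -8.32 in the authors' deposited table. None of these 4 passed over all genes (0 called beside *Capn11* with the z test, 112 genes at an unadjusted p under 0.05). *Ifng* had log2 fold changes of -7.90 (SE 2.71) and -8.71 (SE 2.95), with an FDR of 0.11 in both comparisons of the authors' deposited table.

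The fold-change of *Oxt* between EAE/CBD and EAE/CO asymptomatic mice in the authors' deposited table, 120.67, would place the EAE/CO asymptomatic mean at 0.229, given a level of 27.58. The authors' deposited table of EAE/CO mice gives 2.56 as the larger group mean of *Oxt*, in a comparison where *Oxt* is higher in asymptomatic mice. For *Avp* the same calculation gives 3.64 beside 20.35, and for *Pmch* 9.55 beside 15.43, from the authors' deposited table. The fold-changes of the model are therefore not ratios of these means, and the reason was not tested.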
